A study of Mus musculus with 32 samples.

How the data were processed

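Single-cell RNA was measured in the dorsal telencephalon, the embryonic tissue that forms the cerebral cortex, of mouse embryos with 2 intact copies of Chd8 (WT) or with 1 (Chd8+/-, called Chd8 het here). Chd8 encodes a chromatin remodelling protein. Tissue was taken from E12.5 through E14.5 and E16.0 to E17.5, with 4 libraries per genotype and stage, so that 32 libraries fell into 8 groups. Per the labels' protocols and the series' design text, tissue of each embryo was processed individually, and a WT and a het embryo of the same litter and sex formed a pair, which gave 16 pairs. The replicate names are M1 and M2 for males and F1 and F2 for females, and a pair shares its name. Per the labels' protocols, medial tissue was cut away during the dissection so that the future hippocampus was left out, and libraries were made with the 3′ droplet chemistry of 10x Genomics, version v2, in which a read marks the 3′ end of a transcript.

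The authors deposited, for each library, UMI counts per gene and barcode, a list of barcodes and a list of genes. A UMI marks a captured RNA molecule, so that copies made by PCR count once. The deposited counts were whole numbers and were not normalised. The aligner, its genome build and the way in which cells were called are not given in the sources used here. All 32 lists held the same 32285 genes, and 99.8% of their identifiers were found in the GENCODE M21 annotation of build GRCm38, which was used for the positions of the named genes and for which genes overlap them. Since no source states the authors' build, those positions belong to GRCm38 as given by that annotation and not to the authors' files. Whether counting used strand is not stated either, so overlapping genes on either strand are named beside the genes concerned.

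The files held 145082 barcodes, between 2509 and 7473 per library. Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs were kept, which left 143697. Doublets were sought within each library by summing random pairs of its cells, at 0.5 simulated doublets per cell, and by scoring each cell by the share of simulated doublets among its neighbours. The cells with the highest scores were removed at an assumed rate of 0.8% per 1000 cells, which took between 1.96% and 5.91% of a library, 5471 cells in all, and left 138226. The number removed therefore follows from the assumed rate. The filters on cells were not fixed beforehand. Free RNA was not modelled, so the sums of counts for a cell class hold some RNA from other classes.

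Counts were scaled per cell and log-transformed, 2000 variable genes were reduced to 30 principal components, differences between libraries of the same stage were removed from the components with the scheme of Harmony (50 soft clusters, theta 2), and cells were joined to their 20 nearest neighbours and clustered with the Leiden method of igraph 0.11.9 at resolution 1. The corrected components served for clustering only. Clusters were named from marker genes listed before the data were examined. A cluster took the class with the highest mean log2 fold of its markers over the other cells of the same libraries, among classes with at least 3 markers detected in at least 10% of its cells at a log2 fold of at least 0.5. It stayed unnamed when no class had 3 such markers, when another class had more markers among its top 10 genes, when 3 or more of these were keratin genes, or when it had low UMI counts and none of its markers among these genes. The marker lists were fixed beforehand, but the naming rule was not: 4 versions were tried, and the one used was chosen after cluster names, but not gene results, had been seen. The library correction was likewise added after clusters at E17.5 were seen to hold mostly single libraries, when cluster sizes per group had been seen. The 33 clusters gave 6 classes that were compared between genotypes (radial glia, intermediate progenitors, immature, deep-layer and upper-layer excitatory neurons, and interneurons), 7 minor classes, and 2 unnamed clusters, 6 and 14. Both unnamed clusters came from E12.5 almost entirely. Cluster 6 was led by neuronal genes such as Neurod6 and Tbr1, but the class with the highest fold, immature excitatory neurons, had none of its markers among the top 10 genes where another class had 2, so the near absence of named excitatory neurons at E12.5 follows from the naming rule. Cluster 14 had fewer than 3 markers of any class. Radial glia include a cluster of low UMI count, cluster 21 (0.527 of the level of its libraries), and several clusters led by cell cycle genes, which also lead cluster 12 of the intermediate progenitors. Cluster 21 made up 3.53% of the class in WT and 7.74% in het at E12.5, the stage at which het libraries were shallower in 3 of 4 pairs, 8.61% and 6.19% at E14.5, 11.8% and 11.3% at E16.0, and 13.4% and 13.2% at E17.5. Deep-layer neurons include a cluster of still lower UMI count, cluster 26 (0.470), with a mean log2 fold of 0.02 for the markers of its class, which made up 10.8% of the class in WT and 13.5% in het at E17.5. Cells were named "like" the class whose markers they carry, and class names below are used in that sense.

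For gene tests, the counts of all retained cells, or of the cells of a class, were summed per library. A library entered a class with at least 20 cells of it, and a stage with at least 3 such libraries per genotype. The immature, deep-layer, upper-layer and interneuron fits therefore covered E14.5, E16.0 and E17.5 with 24 libraries, and the others covered all 32. Genes were kept by the filterByExpr function of edgeR 4.0.16, scaled by TMM and tested with edgeR's quasi-likelihood F-test, with stage by sex as covariates and a genotype effect for each stage. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called under 0.05. The tests, their covariates, the alternatives and the rule for named genes were fixed before the data were examined. Named genes are Chd8, the 2 genes higher and the 2 lower with the largest log2 fold change in the averaged contrast of all cells and of each class, among called genes with a mean log2 CPM of at least 3 and the same sign at every stage, and the 1 higher and 1 lower gene at each stage in all cells by the same measure, whatever their sign at other stages. CPM values given for genes are scaled by TMM, except those that check the labelled sex. Gene sets were tested with camera, at a preset correlation of 0.01, and with fry, both of limma 3.58.1, on voom values. The sets were 100 autism-associated genes, 43 S phase and 54 G2M phase genes, and cytosolic ribosomal protein genes taken by symbol, of which 79 were found. The lists were typed from general knowledge of the field before the data were examined and not from a file of this series. A list of 16 cortical hem genes and a list of 12 interferon response genes were written later.

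Shares of cells were compared by permutation. Averages over stages used 100000 resamples of the genotype labels within stages, and single stages used all 70 splits of 4 against 4 libraries, for which the smallest possible two-sided p is 0.0286. All tests are two-sided.

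The scripts were tested on simulated counts for the real genes and libraries, with 200 genes of a mean log2 CPM of at least 3 changed 1.5-fold. For the contrast averaged over stages, 95% of them were recovered in all cells, 98.5% in radial glia, 98% in intermediate progenitors, 68% in immature, 85.5% in deep-layer and 70% in upper-layer excitatory neurons and 48.5% in interneurons. At single stages in all cells the recovery was between 27.5% at E14.5 and 32.5% at E17.5. The false calls made up 7.66% of the calls in all cells and between 3.35% and 9.70% in the classes for the averaged contrast. The calls include genes of a further set raised 1.2-fold in the same counts, which were not counted as false. Against the 200 genes alone these shares would be higher. The simulation was revised after its first version had left out part of each gene's spread. In the test of camera, a set raised 1.2-fold had a p under 0.05 in 7 of 7 cell groups and an unchanged set in 0. The simulated genes were drawn independently and the sets at random. This test therefore cannot show how often camera makes false calls for sets of genes that vary together.

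The pairing comes from the labels, which state that pairs share a litter and sex. It was also checked on the values: the correlation across genes of the deviations of a WT library and its partner from their group means ran from 0.06 to 0.62 with a median of 0.43, was over 0.1 in 15 of 16 pairs, and had a median of -0.12 between libraries that were not partners. The remaining pair was M1 at E12.5. Deviations from a group's own mean cancel within the group, so partners that correlate make the value between other libraries negative. That value is therefore no separate support for the pairing. No source says that the authors' fit used the pair, so the fit without it was chosen beforehand as the reported one and the fit with the pair as a block as an alternative. Sex as labelled matched the counts: in CPM without TMM scaling, Xist lay between 954 and 2103 CPM in the 16 female libraries and at 1.51 CPM or less in the 16 male ones, and Ddx3y between 35.2 and 58.6 CPM in males and at 0.0166 CPM or less in females. No library repeated another: over the 48 pairs of libraries of the same group, the lowest chi-square per gene was 10.2.

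The alternatives fixed beforehand were the pair as a block, no term for sex, the size factors of DESeq2 within edgeR, DESeq2 1.42.0 with its Wald test (a likelihood ratio test for the interaction of genotype and stage), no filter on low counts, doublets kept, every deposited barcode kept, stages fitted alone, Leiden resolutions of 0.5 and 2, the 3 excitatory classes merged, shares of the 6 classes only, labels swapped within pairs, median UMIs over cells that pass the filters, fry in place of camera, and each library left out in turn. Further alternatives were added after the data had been seen: clusters without the library correction, a term for a state shared by 3 of the libraries at E17.5, a term for replicates M1 and F1, whose codes in the labels start alike, against M2 and F2 at E17.5, E12.5 without the M2 pair, the averaged contrast without each stage in turn, and the autism-associated list with the pair as a block and with DESeq2. The fit without sex could not be run for the interaction of genotype and sex, which needs the term. Trajectories, velocities and single-cell phase calls were not analysed here. Python 3.11.15 and R 4.3.3 were used.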

Results

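Dorsal telencephalon of WT and Chd8 het mouse embryos was profiled by droplet single-cell RNA sequencing from E12.5 through E14.5 and E16.0 to E17.5, with 4 libraries per genotype and stage. The 32 libraries held 145082 barcodes and 1075297873 UMIs. Totals per library ran from 14710694 UMIs, in het M1 at E17.5, to 66499864 UMIs, in WT F2 at E12.5. They lay between 49892224 and 66499864 in WT and between 20210276 and 64497571 in het libraries at E12.5, between 22858452 and 38947281 (WT) and between 21705937 and 36966955 (het) at E14.5, between 21902727 and 34140039 (WT) and between 27659590 and 48506799 (het) at E16.0, and between 16152094 and 23143408 (WT) and between 14710694 and 25297174 (het) at E17.5. The median number of genes per barcode lay between 1833 and 3428, and the median mitochondrial share between 0.815% and 1.56%. After filtering and removal of doublets, between 2399 and 6951 cells per library were retained, 138226 in all.

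To compare depth between genotypes, the median number of UMIs per barcode was averaged over the libraries of each group. At E12.5 it was 9924 ± 817 in WT and 6796 ± 2782 in het libraries (SD, n = 4 each), a difference that did not exceed the spread between libraries (p = 0.143, exact permutation test). The ratio of het to WT depth within pairs at E12.5 was 0.703 in M1, 1.06 in M2, 0.390 in F1 and 0.603 in F2. The medians were 7553 ± 1400 and 7713 ± 1190 at E14.5 (p = 1, exact permutation test), 5628 ± 338 and 5428 ± 523 at E16.0 (p = 0.514, exact permutation test), and 4775 ± 563 and 4693 ± 494 at E17.5 (p = 0.857, exact permutation test). Averaged over stages, het libraries had 6158 and WT libraries 6970 UMIs per barcode at the median, a difference of -812.6 (p = 0.110, permutation test). Without het M2 at E12.5, the only library of that group that was deeper than its WT partner, the difference was -1140 with p = 0.0303 (permutation test). Counts at E12.5 therefore came from libraries of unequal depth. The labels also give each library a short code of unstated meaning. Its start was shared within 16 of 16 pairs, and at E12.5 it was the same for M1, F1 and F2 and another for M2, the pair with the ratio nearest to 1. By total UMIs, het M2 was above WT M2, with 64497571 against 49892224.

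**Figure D1:**
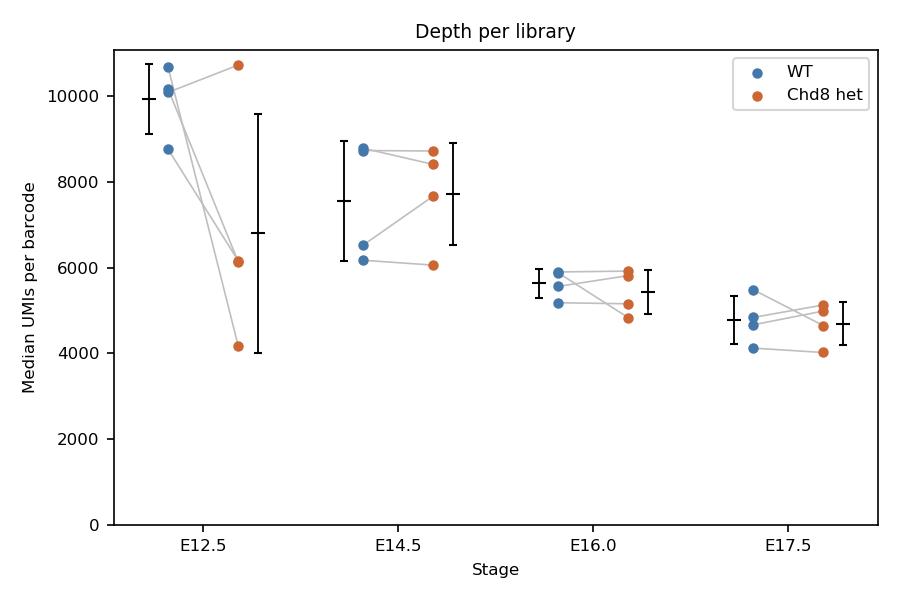
Median UMIs per barcode (vertical axis) in each library at each stage (horizontal axis), WT in blue and Chd8 het in orange, with grey lines joining matched pairs and black bars giving the mean ± SD of 4 libraries. The het libraries at E12.5 spread from 4166 to 10727, and WT ones from 8762 to 10677.

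Chd8, the targeted gene (ENSMUSG00000053754, chromosome 14 from 52198151 to 52257780 on the minus strand in GRCm38), was examined in every library. The labels do not state which part of the gene is altered, and a 3′ tag may lie outside it, so these counts check the genotype labels only that far. Its span also holds Snord8 on the same strand and Gm26590 on the opposite strand. In the summed counts of all retained cells, Chd8 CPM in M1, M2, F1 and F2 was 46.6, 43.6, 42.6 and 43.1 in WT and 36.8, 36.3, 23.0 and 38.5 in het libraries at E12.5. At E14.5 the same libraries gave 44.0, 40.8, 55.6 and 43.7 (WT) and 33.7, 37.6, 47.2 and 37.8 (het). At E16.0 they gave 47.8, 52.1, 51.6 and 52.2 (WT) and 42.0, 36.6, 43.6 and 42.5 (het), and at E17.5 they gave 74.5, 53.2, 59.6 and 55.7 (WT) and 57.8, 39.3, 60.5 and 47.9 (het). The values rested on between 374 and 2368 Chd8 UMIs per library. Het was lower than WT in 15 of 16 pairs, and the exception was F1 at E17.5. In that pair het F1, but not WT F1, had an expression state shared by 3 libraries of the stage, described further below. No Chd8 change with that state as a term is given here. The log2 fold change of het over WT was -0.37 (SE 0.14, adjusted p = 0.176) at E12.5, -0.24 (SE 0.14, adjusted p = 1) at E14.5, -0.32 (SE 0.14, adjusted p = 1) at E16.0 and -0.20 (SE 0.14, adjusted p = 0.875) at E17.5, by edgeR's quasi-likelihood test. None of the 4 passed 0.05 after adjustment over all genes. With the matched pair as a block, the change at E12.5 was -0.38 with an adjusted p of 0.0177. Averaged over stages the log2 fold change was -0.28 (SE 0.07), with an unadjusted p of 0.00056 and an adjusted p of 0.0989. It passed 0.05 with the pair as a block (adjusted p = 0.00349), with DESeq2 (0.0145) and without the filter on low counts (0.00599). It also passed when het F2 at E12.5 (log2 fold change -0.32, adjusted p = 0.0467) or het F1 at E17.5 (-0.31, adjusted p = 0.0486) was left out.

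To ask which cell populations were present, cells were clustered and named by marker genes, and shares of retained cells were compared between genotypes. Mean shares of radial glia in WT and het libraries were 56.5 ± 3.57% and 54.6 ± 1.94% at E12.5, 22.5 ± 5.30% and 23.5 ± 5.51% at E14.5, 22.5 ± 5.66% and 19.9 ± 4.64% at E16.0, and 7.29 ± 2.50% and 7.81 ± 2.30% at E17.5 (SD, n = 4 each, as for all shares here). Intermediate progenitors made up 8.74 ± 0.88% (WT) and 8.93 ± 0.43% (het), 25.1 ± 0.39% and 26.4 ± 1.08%, 24.3 ± 2.07% and 25.0 ± 2.32%, and 20.2 ± 1.91% and 19.5 ± 1.70% at the 4 stages in order. Immature excitatory neurons made up 27.8 ± 2.65% and 27.0 ± 3.15% at E14.5, 11.9 ± 1.72% and 12.04 ± 1.34% at E16.0, and 2.03 ± 0.46% and 1.90 ± 0.52% at E17.5. Deep-layer excitatory neurons made up 15.9 ± 0.78% and 15.6 ± 1.80%, 15.2 ± 3.58% and 14.98 ± 1.65%, and 6.06 ± 3.97% and 7.91 ± 5.89% at those stages, and upper-layer excitatory neurons 3.22 ± 1.51% and 2.95 ± 0.40%, 22.0 ± 3.23% and 23.0 ± 4.22%, and 51.0 ± 3.11% and 49.6 ± 2.63%. Interneurons made up 0.277 ± 0.27% and 0.402 ± 0.43% at E12.5, 3.93 ± 1.27% and 3.06 ± 1.68% at E14.5, 2.43 ± 1.33% and 2.46 ± 1.23% at E16.0, and 7.46 ± 3.26% and 7.13 ± 3.84% at E17.5.

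At E12.5, 30.4% of WT and 33.0% of het cells stayed unnamed, most of them in cluster 6 (18.7% and 18.9%) and cluster 14 (11.7% and 14.2%). Cluster 6 was led by neuronal genes, so the 0 cells named as immature, deep-layer or upper-layer excitatory neurons among 19931 WT cells at that stage, which allow a share of up to 0.0151% by counting error alone, describe the naming and not an absence of neurons. The limit is 3 cells of the total.

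**Figure D2:**
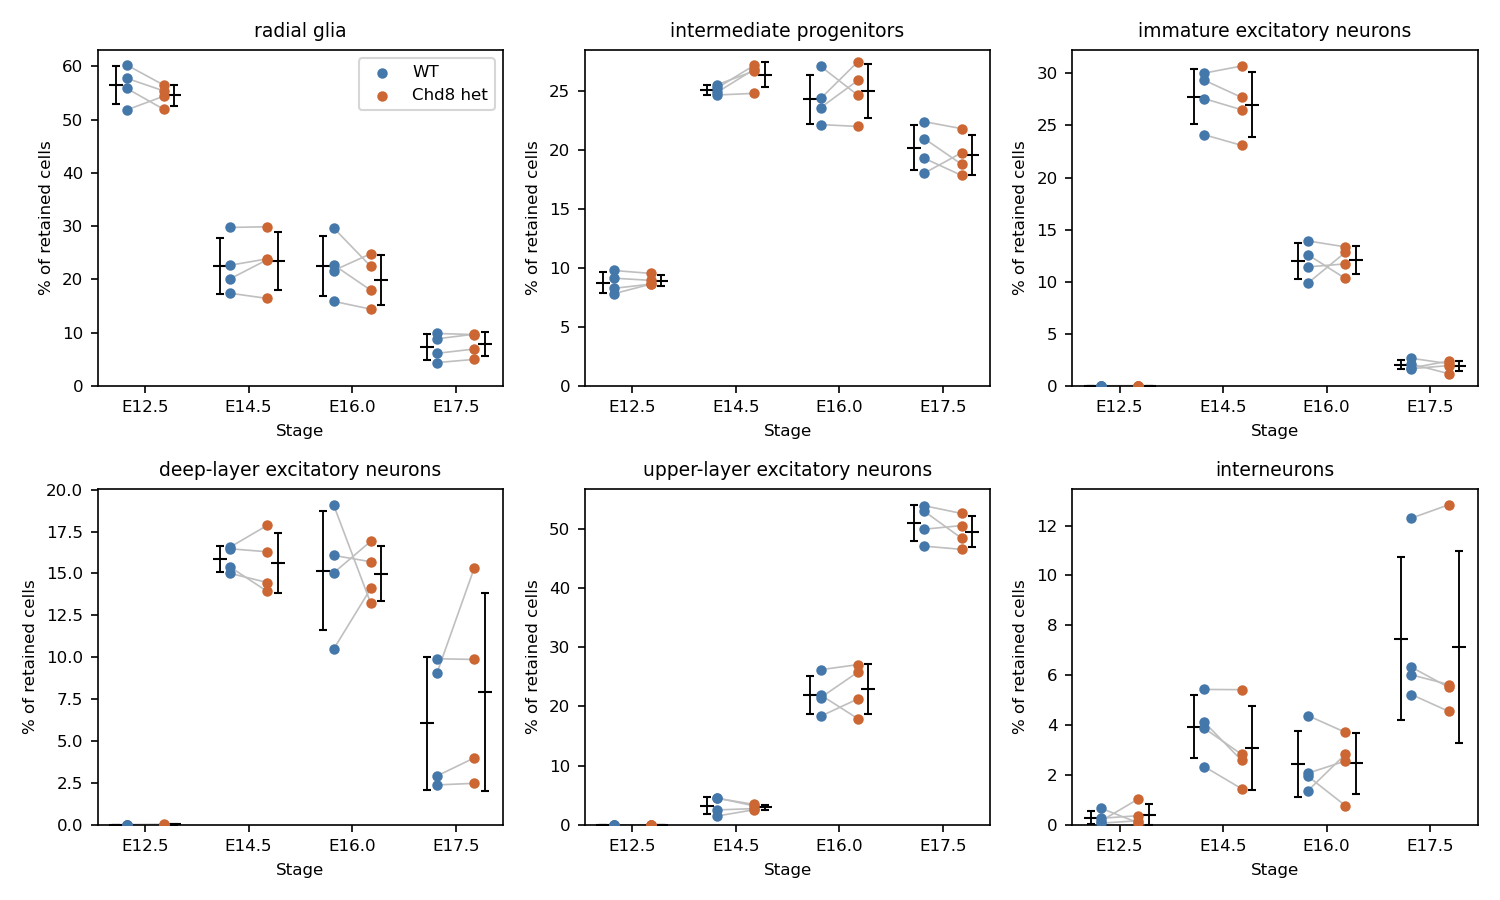
Share of retained cells (vertical axis, %) in 6 cell classes for each library at each stage (horizontal axis), WT in blue and Chd8 het in orange, with grey lines joining matched pairs and black bars giving the mean ± SD of 4 libraries. Radial glia fell from 56.5% to 7.29% of WT cells between E12.5 and E17.5, and the WT and het points overlapped in each class.

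None of the 6 shares differed between genotypes by more than the spread between libraries. The library correction before clustering favours an even spread of libraries over its soft clusters. Each library has a single genotype, so the correction may have drawn the shares of the genotypes together. None of the averaged differences passed the threshold without the correction either. Averaged over stages, the difference of het minus WT was -0.740 percentage points for radial glia (p = 0.601, permutation test, as for the others), 0.392 for intermediate progenitors (p = 0.457), -0.195 for immature (p = 0.731), 0.362 for deep-layer (p = 0.725) and -0.175 for upper-layer excitatory neurons (p = 0.832), and -0.263 for interneurons (p = 0.675). The adjusted p was 0.832 for each of the 6. Het was higher than WT in 8 of 16 pairs for radial glia, 9 of 16 for intermediate progenitors and 6 of 16 for interneurons. In the excitatory classes some pairs at E12.5 were tied at 0 cells, and of the pairs that differed het was higher in 6 of 13 for immature, 7 of 13 for deep-layer and 6 of 12 for upper-layer neurons. Of the 24 comparisons at single stages, the lowest p was 0.114 (exact permutation test), for intermediate progenitors at E14.5, which were higher by 1.30 percentage points in het and higher in 4 of 4 pairs. Interneurons at E14.5 were lower in 4 of 4 pairs (3.06% against 3.93%, p = 0.486, exact permutation test). The adjusted p was 1 for each of the 24, and over 24 comparisons of 4 against 4 libraries a single one could not have passed 0.05. The sign of several small averages rested on settings or single libraries. The difference for upper-layer neurons was 0.155 at the higher and 0.196 at the lower clustering resolution, 0.251 without het M1 at E16.0, 0.177 without WT F1 at E16.0, 0.075 without het M2 at E17.5 and 0.071 without WT F1 at E17.5. The one for immature neurons was 1.53 without library correction and 0.131 without het F1 at E14.5. The one for deep-layer neurons was -0.257 without het M1 at E17.5 and -0.029 without WT F2 at E16.0, and the one for interneurons was 0.140 without WT M2 at E17.5. Other differences kept their sign but moved. Without library correction the difference was -1.59 for upper-layer neurons, -0.136 for radial glia and 0.0116 for intermediate progenitors, and at the lower resolution it was -0.0636 for radial glia. Shares of the 7 minor classes were not tested. Among them, picked after their values were seen, oligodendrocyte precursors made up 0.561 ± 0.38% of cells in WT and 1.22 ± 0.27% in het libraries at E16.0, and 3.59 ± 1.01% and 3.24 ± 0.95% at E17.5. Endothelial cells made up 0.174 ± 0.12% and 0.299 ± 0.19% at E16.0 and 0.523 ± 0.16% and 0.843 ± 0.26% at E17.5.

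To describe the course of development without the genotype, WT shares at E12.5 and E17.5 were compared. Radial glia fell from 56.5% to 7.29%, intermediate progenitors rose from 8.74% to 20.2%, interneurons from 0.277% to 7.46%, and immature, deep-layer and upper-layer excitatory neurons, unnamed at E12.5, reached 2.03%, 6.06% and 51.0%. For radial glia, intermediate progenitors and interneurons each difference had p = 0.0286 (exact permutation test, adjusted p = 0.0286), the smallest value that 4 against 4 libraries can give. The excitatory classes give the same p by construction, since the naming left them at 0 in each WT library at E12.5, so no test is reported for them. Different clusters held most of a class at the 2 stages. They were clusters 2, 11 and 13 at E12.5 and 10 and 9 at E17.5 for radial glia, 18 and 17 for intermediate progenitors, and 24 and 20 for interneurons, in both genotypes. Between genotypes at any 1 stage the clusters that held most of a class were alike, except that clusters 7 and 25 changed order in deep-layer neurons at E17.5 and clusters 9 and 10 in radial glia at E16.0.

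To ask which genes differed between genotypes at each stage, counts of all retained cells were summed per library, and 15886 genes were tested with edgeR. At E12.5, 69 genes were called, 47 higher and 22 lower in het, and 2702 had an unadjusted p under 0.05. This count moved most of all with the alternatives: it was 2107 (1108 higher, 999 lower) with the matched pair as a block, which held all of the 69, though the block gave 2373 with the labels of the M2 pair swapped, a split that follows median depth. It was 855 (625 higher, 230 lower) with DESeq2, and 0 when the stage was fitted alone. Single libraries moved it too. Of the E12.5 libraries, leaving out WT M1, M2, F1 or F2 left 4, 246, 2 and 1 genes, and leaving out het M1, M2 or F1 left 3, 1492 and 2. Only without het F2 did the count stay within 1.5 times, at 76. Libraries of other stages entered through the shared estimate of spread. The count was 44 and 29 without het M1 and M2 at E14.5, 29 and 27 without WT M1 and M2 at E14.5, 45 and 27 without het M1 and F2 at E16.0, 28, 31, 43 and 41 without WT M1, M2, F1 and F2 at E16.0, 135, 244 and 144 without het M1, M2 and F1 at E17.5, and 25 without WT F2 at E17.5.

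At E14.5, 1 gene was called, Crlf2, and 270 had an unadjusted p under 0.05. DESeq2 called 1 as well. The count was 2 without het F1 at E14.5, and 0 without WT M1, M2 or F1 or het M1, M2 or F2 at E14.5 or WT F2 at E17.5. At E16.0, edgeR called 0 genes, with 266 under an unadjusted p of 0.05, where DESeq2 called 5 and the fit with the pair as a block 3 (2 higher, 1 lower). The count was 1 without het M2 or WT M1 at E17.5. At E17.5, edgeR called 0 genes, with 733 under an unadjusted p of 0.05, where DESeq2 called 2 and the fit with the block 3 (1 higher, 2 lower). In simulated data of the same design, 27.5% to 32.5% of 1.5-fold changes were recovered at a single stage in all cells, so changes of that size were mostly not detectable at 1 stage.

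Averaged over the 4 stages, edgeR called 54 genes, 44 higher and 10 lower in het, with 1157 under an unadjusted p of 0.05. With the pair as a block, 250 genes were called (125 higher, 125 lower), which included the 54, and with DESeq2 127 (83 higher, 44 lower), of which 52 were among the 54. The count was 86 without het M2 at E12.5, 33 without WT F1 at E12.5 and 34 without het M2 at E14.5. Without all libraries of a stage it was 11 without E12.5 (10 of them among the 54), 13 without E14.5 (all among the 54), 8 without E16.0 (all among the 54) and 94 without E17.5 (42 among the 54). To ask whether the effect of the genotype differed between stages, the 4 contrasts were tested for equality. EdgeR called 0 genes, with 908 under an unadjusted p of 0.05, DESeq2 called 8, and without het M2 at E12.5 edgeR called 23. To ask whether it differed between males and females, the interaction of genotype and sex was tested. EdgeR called 0 genes, with 105 under an unadjusted p of 0.05, and DESeq2 called 0. Without the filter on low counts it called 182 for the interaction with stage. A difference between the calls at E12.5 and their lack at later stages was thus not shown by the reported fit and depended on the tool and filter.

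The genes named for the averaged contrast had its largest changes, 2 in each direction. The choice was among called genes with a mean log2 CPM of at least 3 and the same sign at every stage. Higher in het were Zcwpw1 (ENSMUSG00000037108, chromosome 5 from 137787798 to 137822621 on the plus strand) and Crlf2 (ENSMUSG00000033467, chromosome 5 from 109554709 to 109558993 on the minus strand). Lower were Car14 (ENSMUSG00000038526, chromosome 3 from 95897768 to 95904691 on the minus strand) and Gsta4 (ENSMUSG00000032348, chromosome 9 from 78182774 to 78209349 on the plus strand). All 4 are protein-coding, with positions in GRCm38. Pilra overlaps Zcwpw1 and Aph1a overlaps Car14, each on the opposite strand, and since the use of strand in counting is not stated, counts of these genes could include reads of the other. Zcwpw1 changed by a log2 fold of 0.77 (SE 0.07, adjusted p = 1.11e-06) and was higher in het in 16 of 16 pairs. Its mean CPM in WT and het libraries was 5.52 ± 0.32 and 10.0 ± 1.56 at E12.5, 5.37 ± 0.73 and 8.56 ± 1.29 at E14.5, 6.80 ± 0.99 and 11.9 ± 1.87 at E16.0, and 6.11 ± 1.22 and 9.88 ± 1.44 at E17.5 (SD, n = 4 each). Crlf2 changed by 0.69 (SE 0.06, adjusted p = 3.29e-07) and was higher in 16 of 16 pairs, with 6.73 ± 0.58 and 11.5 ± 0.40, 11.97 ± 2.58 and 20.1 ± 2.74, 16.9 ± 2.13 and 27.3 ± 1.89, and 20.1 ± 3.50 and 28.6 ± 5.39 CPM at the 4 stages. Car14 changed by -0.62 (SE 0.12, adjusted p = 0.0182) and was lower in 16 of 16 pairs, with 43.7 ± 2.49 and 38.1 ± 3.20, 20.9 ± 1.95 and 16.5 ± 3.41, 12.3 ± 2.72 and 7.70 ± 1.51, and 5.19 ± 2.68 and 2.09 ± 0.94 CPM. Gsta4 changed by -0.55 (SE 0.08, adjusted p = 0.00163) and was lower in 15 of 16 pairs, with 49.3 ± 6.70 and 36.1 ± 3.15, 9.08 ± 1.46 and 6.73 ± 2.30, 8.75 ± 1.77 and 6.30 ± 0.78, and 3.82 ± 0.54 and 2.13 ± 0.57 CPM. Leaving out any library left each of the 4 called.

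At single stages, Zcwpw1 at E12.5 changed by 0.88 (SE 0.15, adjusted p = 0.0115) and Crlf2 at E14.5 by 0.76 (SE 0.12, adjusted p = 0.0249). Zcwpw1 at E12.5 did not pass without het F1 (adjusted p = 0.129), het M1 (0.0603), WT F1 (0.0801), WT F2 (0.0646) or WT M1 (0.0698) of that stage, or when the stage was fitted alone (0.147). Crlf2 at E14.5 did not pass without het F2 (0.297), het M1 (0.229), het M2 (0.135), WT F1 (0.269), WT M1 (0.202) or WT M2 (0.357) of that stage or WT F2 at E17.5 (0.0808), when the stage was fitted alone (0.584) or without a term for sex (0.135). The lower gene at E12.5 was Rspo3 (ENSMUSG00000019880, chromosome 10 from 29452416 to 29535867 on the minus strand in GRCm38, overlapped by Gm20276 on the same and Gm48159 on the opposite strand), with a log2 fold change of -1.43 (SE 0.32, adjusted p = 0.0432). It was lower in het in 10 of 16 pairs over all stages. Its CPM at E12.5 in M1, M2, F1 and F2 was 20.3, 11.2, 19.2 and 45.0 in WT and 6.91, 8.79, 9.36 and 7.85 in het libraries, and the mean was 53.3 ± 16.4 and 50.2 ± 18.4 at E14.5, 42.9 ± 14.3 and 47.1 ± 14.4 at E16.0, and 36.1 ± 7.34 and 37.2 ± 13.2 at E17.5 (SD, n = 4 each). The call did not hold without a term for sex (adjusted p = 0.0511), when the stage was fitted alone (0.147), without het F1, F2 or M1 at E12.5 (0.330, 0.0825 and 0.182), or without WT F1, F2 or M1 at E12.5 (0.101, 0.221 and 0.129). Without WT F2 its change was -1.04. It also failed by less, with adjusted p between 0.0501 and 0.0614, without het M1, M2 or F2 or WT M1 or M2 at E14.5, het M2 or F2 or WT M1 or M2 at E16.0, or WT F1 or F2 at E17.5. A list of genes of the cortical hem, a medial structure, was lower as a set in the same libraries.

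**Figure D3:**
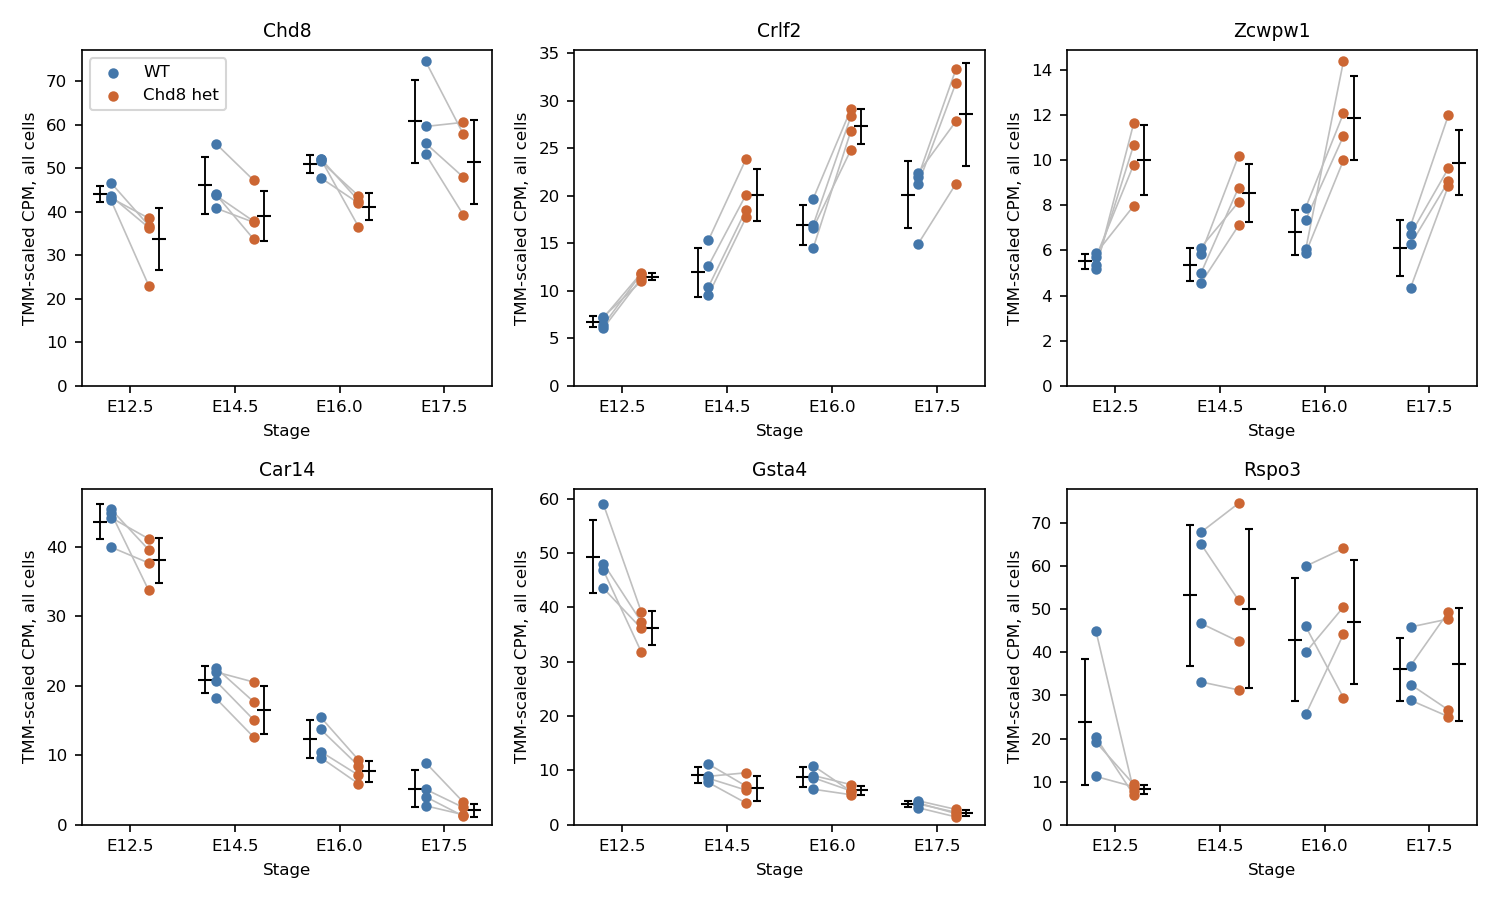
CPM in the summed counts of all cells (vertical axis, scaled by TMM) of Chd8, Crlf2, Zcwpw1, Car14, Gsta4 and Rspo3 in each library at each stage (horizontal axis), WT in blue and Chd8 het in orange, with grey lines joining matched pairs and black bars giving the mean ± SD of 4 libraries. Crlf2 and Zcwpw1 were higher and Car14 lower in het in 16 of 16 pairs, Chd8 was lower in 15 of 16, and Rspo3 at E12.5 ranged from 11.2 to 45.0 in WT libraries.

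The series' title asks for cell type-specific changes, so the averaged contrast was tested within each class. In radial glia, edgeR called 30 genes (18 higher, 12 lower; 1243 under an unadjusted p of 0.05), and with the pair as a block 131 (62 higher, 69 lower), which included the 30. The count was 88 without het M2 at E12.5 and 49 without het F1 at E17.5. Zcwpw1 was higher (log2 fold change 0.74, adjusted p = 1.64e-06) and so was Crlf2 (0.69, adjusted p = 2.12e-07), each in 16 of 16 pairs. Car14 was lower (-0.75, adjusted p = 0.0051), though not without WT F2 at E17.5 (-0.64, adjusted p = 0.0665). Wls was lower (-0.69, adjusted p = 0.0019) in 16 of 16 pairs. At E17.5 both genes were low in radial glia, with means of 6.47 (WT) and 2.18 CPM (het) for Car14. For Wls the means at that stage were 6.49 and 3.04 CPM. Wls (ENSMUSG00000028173) lies on chromosome 3 from 159839672 to 159938664 on the plus strand in GRCm38, overlapped by Gm43307 on the same and Gm23941 on the opposite strand, and it is also in the list of cortical hem genes. Chd8 was lower in radial glia (-0.32, SE 0.07, adjusted p = 0.0464) in 15 of 16 pairs. That call held when het M2, F1 or F2 at E12.5, WT F2 at E14.5, het M1 at E16.0, or het M1, het F1, WT M2 or WT F1 at E17.5 was left out. It did not hold without any of the other 23 libraries (adjusted p between 0.0521 and 0.0964), at the higher resolution (0.0652) or without a term for sex (0.0676).

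In intermediate progenitors, edgeR called 43 genes (26 higher, 17 lower; 1141 under an unadjusted p of 0.05), and with the block 184 (89 higher, 95 lower), which included the 43. The count was 113 without het M2 at E12.5. Zcwpw1 (log2 fold change 0.85, adjusted p = 1.6e-05) and Crlf2 (0.72, adjusted p = 0.0006) were higher in 16 of 16 pairs. Lsr (-0.79, adjusted p = 0.00618) and Car14 (-0.66, adjusted p = 0.000607) were lower in 16 of 16 pairs. Mean Lsr in this class was 32.2 (WT) and 23.4 CPM (het) at E12.5 but 2.12 and 0.73 at E17.5. For Car14 the means were 45.3 and 36.8 CPM at E12.5 and 14.3 and 5.61 at E17.5. Both averaged changes thus include a stage of much lower level. Lsr (ENSMUSG00000001247) lies on chromosome 7 from 30957770 to 30973464 on the minus strand in GRCm38, overlapped by Gm17077 and Gm4673 on the opposite strand. Chd8 changed by -0.23 and was lower in 14 of 16 pairs, with an adjusted p of 0.165, which became 0.0130 with the block and 0.0457 without library correction. The classes contain some RNA from other cells, since free RNA was not removed, so a change seen in several classes is not independent between them.

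In immature excitatory neurons, 1 gene was called, Krt10 (ENSMUSG00000019761, chromosome 11 from 99385254 to 99389364 on the minus strand in GRCm38, overlapped by Gm11940 on the opposite strand), and 575 had an unadjusted p under 0.05. Krt10 was higher in het by 0.48 (SE 0.08, adjusted p = 0.0393), in 12 of 12 pairs. The block gave 4 calls (1 higher, 3 lower). The call for Krt10 held when het M1 or F1 at E16.0 or het F2 at E17.5 was left out. Without any of the other 21 libraries its adjusted p lay between 0.0514 and 0.210 and 0 genes were called, and without a term for sex it was 0.0900. EdgeR called 0 genes in deep-layer neurons (488 under an unadjusted p of 0.05), where DESeq2 called 1 and the block 12 (10 higher, 2 lower), and 1 gene was called without het M2 at E16.0, het F1 at E17.5 or WT M2 at E17.5. It called 0 in upper-layer neurons (463 under an unadjusted p of 0.05), where DESeq2 called 3 and the block 2 (1 higher, 1 lower), and 1 without WT F1 at E17.5. It called 0 in interneurons (261 under an unadjusted p of 0.05), where DESeq2 called 0 and the block 3 (1 higher, 2 lower). Whether the effect differed between classes was not tested. Chd8 changed by -0.18 in immature (adjusted p = 0.953, lower in 10 of 12 pairs), -0.29 in deep-layer (adjusted p = 1, 10 of 12) and -0.18 in upper-layer neurons (adjusted p = 1, 8 of 12), and by -0.13 in interneurons (adjusted p = 1, 6 of 12).

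To ask whether autism-associated genes changed, a list of 100, without Chd8 itself, was examined, of which 99 were tested in all cells. EdgeR called 0 of them over all genes tested and 0 adjusted over the list alone, at each stage and in the average. At E12.5, 19 had an unadjusted p under 0.05, and the lowest adjusted p over the list alone was 0.0602, for Gigyf1. In the average 3 did, and the lowest was 0.258, for Dnmt3a. In each of the 6 classes 0 were called by either adjustment as well, with between 1 and 7 under an unadjusted p of 0.05. These counts depended on the fit. With the pair as a block, 21 were called over all genes at E12.5 (4 higher, 17 lower) and 24 adjusted over the list alone, in the fit whose count at E12.5 was no lower with M2 swapped. In that fit Dnmt3a was called, lower, in the average, and Celf4, lower, in intermediate progenitors, by either adjustment. The list alone added Setd5, higher, in immature neurons and 2 genes in interneurons (1 higher, 1 lower), among them Satb1. With DESeq2, 5 were called over all genes at E12.5 (1 higher, 4 lower), Phf21a, Gnai1, Gigyf1, Vezf1 and Tcf4, and 2 adjusted over the list alone, and 0 were called over all genes elsewhere. Genes are named here after their values were seen.

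Gene sets were tested in all cells and the 6 classes, 28 comparisons in all. Camera called 19 of them, 12 higher and 7 lower in het, and fry called 0, with a lowest adjusted p of 0.151 for S phase genes in interneurons, so no call held under fry. Cytosolic ribosomal protein genes were lower in all 7 cell groups by camera, but by small amounts, with a median log2 fold change of -0.04 in all cells (adjusted p = 0.000294) and -0.07 in deep-layer neurons (adjusted p = 1.77e-08). S phase genes were called higher by camera in all groups but deep-layer neurons. Their median was 0.05 in all cells (adjusted p = 0.00214) and 0.09 in intermediate progenitors (adjusted p = 3.17e-06). In deep-layer neurons it was likewise above 0, at 0.05, but without a call (adjusted p = 0.261). G2M phase genes were called higher in radial glia, intermediate progenitors, immature neurons and interneurons. The autism-associated list was called higher in immature (adjusted p = 0.0371) and upper-layer neurons (adjusted p = 0.0350). With the pair as a block, camera made 17 calls. S phase in immature (adjusted p = 0.0605) and upper-layer neurons (0.0556) and G2M phase in interneurons (0.153) no longer passed, and the autism-associated list in deep-layer neurons did (0.0384). Of the 19 calls, 8 held without any library: ribosomal genes in intermediate progenitors, immature and deep-layer neurons and interneurons, S phase in radial glia, intermediate progenitors and interneurons, and G2M phase in intermediate progenitors. The highest adjusted p of the others lay between 0.113, for G2M phase in immature neurons without WT F1 at E17.5, and 0.429, for G2M phase in interneurons without het M2 at E16.0.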

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

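The tests in this part were set before their results were seen, except for the fit with the E17.5 library state as a term, which was chosen after the data had been seen. A library was singled out when its gap to the nearest of the other 3 libraries of its group took up more of the group's range than chance gives in about 1 of 20 groups. This was so in 8 of 206 groups of values, or 3.88%, against 5% by chance (binomial p = 0.629). Chance among the groups tested could thus account for the number. The groups are not independent, since classes share libraries and matched pairs deviate together, so this p is only a rough guide. Chance therefore stays open for every value below, and no biological explanation was tested for any of them.

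Chd8 was at 23.0 CPM in all cells of het F1 at E12.5, where the other 3 het libraries lay between 36.3 and 38.5. This library was the shallowest of its stage, with a ratio of 0.390 to its WT partner, and leaving it out changed the log2 fold change at E12.5 from -0.37 to -0.23, still lower in het. A technical difference of this library may therefore have added to the fold change at that stage, but the value alone cannot separate it from embryo-to-embryo spread. Chd8 was at 47.8 CPM in WT M1 at E16.0 against 51.6 to 52.2 in the others, a gap that stands out only because the other 3 lay close together. It was at 74.1 CPM in deep-layer neurons of WT F1 at E14.5 against 47.5 to 50.7, and its partner het F1 was likewise the highest of its group, with 56.7 against 31.96 to 45.2. The deviation was thus shared by the pair. Leaving out the WT library alone moved the log2 fold change of Chd8 in all cells at E14.5 from -0.24 to -0.18, and leaving out its partner alone moved it to -0.30, so neither value can be read as that of the stage without the pair.

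WT M1 at E17.5 stood apart with 75.3 CPM of Chd8 in intermediate progenitors against 50.03 to 54.1, and with 14.9 CPM of Crlf2 in all cells against 21.2 to 22.4. This library was also 1 of 3 at that stage that shared a distinct expression state, which may have shifted both values. With the E17.5 library state as a term, 1 gene was called at that stage, Crlf2 itself. Car14 was at 32.4 CPM in intermediate progenitors of het M1 at E12.5 against 37.9 to 38.6 in the other het libraries. The change of Car14 in that class was called without each library in turn.

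Interneurons made up 12.3% of cells in WT M2 at E17.5, where the other WT libraries held 5.22% to 6.32%, and 12.8% in het M2 at E17.5, where the others held 4.54% to 5.62%. Both belong to the same pair, so the high share was common to a litter and cannot follow from the genotype. Neither library was in the 3-library state at E17.5 or the shallowest of its group (0 of 2 libraries), which speaks against these as the source. Dissection that took more ventral tissue, and a difference between litters, stay open and were not tested.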

How the results depend on the processing

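Some alternatives were chosen after the data had been seen: clusters without library correction, terms at E17.5 for a state of 3 libraries and for replicates M1 and F1 against M2 and F2, E12.5 without the M2 pair, the average without each stage in turn, and the autism-associated list with the pair as a block and with DESeq2. The remaining ones were set beforehand, and none was left unrun. The fit without sex could not give the interaction of genotype and sex.

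The size factors of DESeq2 within edgeR left 39 of 40 results on the same side and moved the genes called at E12.5 to 203 (157 higher, 46 lower), which held all 69. With DESeq2's own test, 855 genes were called at E12.5 (68 of them among the 69), 5 at E16.0, 2 at E17.5 and 127 in the average (52 among the 54), 8 for the interaction with stage, 100 in radial glia (all 30), 94 in intermediate progenitors (42 among the 43), 3 in immature, 1 in deep-layer and 3 in upper-layer neurons. Without the filter on low counts, 505 were called at E12.5 (51 among the 69), 23 at E14.5 (8 higher, 15 lower), 21 at E16.0 (16 higher, 5 lower), 35 at E17.5 (16 higher, 19 lower), 82 in the average (30 among the 54), 182 for the interaction with stage and 6 for that with sex. In the classes this setting gave 135 in radial glia, 109 in intermediate progenitors, 6 in immature, 14 in deep-layer and 6 in upper-layer neurons and 9 in interneurons. Genes of very low counts enter this fit, and the cause of the added calls was not tested.

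The pair is given by the labels, and its use as a block raised the number of calls: 2107 at E12.5, 3 at E16.0, 3 at E17.5, 250 in the average, 131 in radial glia, 184 in intermediate progenitors, 4 in immature, 12 in deep-layer and 2 in upper-layer neurons, and 3 in interneurons. It took Chd8 at E12.5 past the threshold (-0.38, adjusted p = 0.0177). The gene set calls that it changed, the averaged change of Chd8 in all cells and its change in intermediate progenitors are given with those results. Of the autism-associated list, 21 genes were called at E12.5 with the block (4 higher, 17 lower), 1 in the average and 1 in intermediate progenitors, and 5 at E12.5 with DESeq2, against 0 in each. The block changed no other call among the named genes, the shares and the median UMIs. With labels swapped only within pairs, the lowest adjusted p of the averaged shares was 0.695. Fitted alone, E12.5 and E14.5 each gave 0 calls with edgeR, where the joint fit gave 69 and 1 and DESeq2 in the joint design 855 and 1. Fewer libraries set the spread in such a fit. Without a term for sex, E14.5 gave 0 calls and immature neurons 0, where 1 was called in each with it.

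With doublets kept, and likewise with every deposited barcode kept, 153 genes were called at E12.5 (105 higher, 48 lower), 2 at E14.5 (1 higher, 1 lower) and 2 in immature neurons, and 45 of 48 results stayed as they were in each. The cause was not tested. Clustering mattered for the small neuron classes. At the higher resolution 7 genes were called in immature and 1 in deep-layer neurons, and at the lower one 8 in immature neurons. The share of upper-layer neurons reversed, to 0.155 at the higher and 0.196 at the lower resolution, against -0.175. Merging the excitatory classes gave 8 calls (7 higher, 1 lower) in place of 1, 0 and 0 in the 3 classes. Without library correction, 4 genes were called in immature and 1 in deep-layer neurons, and the difference in the share of immature neurons reversed to 1.53. Other clusters then make up the class. In the same setting the difference moved from -0.175 to -1.59 for upper-layer neurons, from -0.740 to -0.136 for radial glia and from 0.392 to 0.0116 for intermediate progenitors, and at the lower resolution it was -0.0636 for radial glia and -0.666 for immature neurons. None of these passed the threshold. Fry in place of camera gave 0 set calls against 19.

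With the state of 3 libraries as a term, E17.5 gave 1 call and the average 154 (103 higher, 51 lower). With replicates M1 and F1 against M2 and F2 as a term, E17.5 gave 1 and the average 121 (77 higher, 44 lower). Both held all 54 genes. Without the M2 pair, E12.5 gave 1257 calls (657 higher, 600 lower). In the remaining 3 pairs the het library is the shallower one in each, so that genotype and depth make the same split there and the count of 1257 cannot favour either. The average gave 11 calls without the E12.5 libraries (10 higher, 1 lower), 13 without those of E14.5 (11 higher, 2 lower), 8 without those of E16.0 (7 higher, 1 lower) and 94 without those of E17.5 (65 higher, 29 lower). Fewer libraries enter each of these fits, and the cause of the rise without E17.5 was not tested.

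Leaving out each library in turn gave between 1 and 1492 genes at E12.5, 0 and 2 at E14.5, 0 and 1 at E16.0 and 0 and 0 at E17.5 with edgeR, between 33 and 86 in the average, 0 and 23 for the interaction with stage and 0 and 0 for that with sex. The ranges were 20 to 88 in radial glia, 30 to 113 in intermediate progenitors, 0 to 1 in immature, deep-layer and upper-layer neurons, 0 to 0 in interneurons, and 13 to 21 for gene set calls. The log2 fold change of Chd8 ran from -0.51 to -0.23 at E12.5, -0.30 to -0.18 at E14.5, -0.35 to -0.28 at E16.0 and -0.31 to -0.05 at E17.5, always lower in het. The difference in median UMIs ran from -1140 to -593.4. Differences in shares, in percentage points, ran from -1.29 to -0.134 for radial glia, 0.185 to 0.643 for intermediate progenitors, -0.504 to 0.131 for immature, -0.257 to 0.816 for deep-layer and -0.513 to 0.251 for upper-layer neurons, and -0.739 to 0.140 for interneurons. The reversals come from the libraries WT F2 at E16.0 (-0.029) and het M1 at E17.5 (-0.257) for deep-layer neurons, het F1 at E14.5 (0.131) for immature neurons, WT M2 at E17.5 (0.140) for interneurons, and het M1 at E16.0 (0.251), WT F1 at E16.0 (0.177), het M2 at E17.5 (0.075) and WT F1 at E17.5 (0.071) for upper-layer neurons. At single stages 0 shares passed the threshold in every such run, which 24 comparisons of 4 against 4 libraries nearly fix, so this says nothing about stability. Between 5 and 6 of the 6 shares differed between WT at E12.5 and E17.5, where the outcome for the 3 excitatory classes was fixed by the naming.

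Over the other alternatives, the adjusted p of Chd8 in all cells ran from 0.0177 to 0.213 at E12.5, 0.937 to 1 at E14.5, 0.759 to 1 at E16.0, 0.314 to 0.998 at E17.5 and 0.00349 to 0.107 in the average, and in radial glia from 0.00205 to 0.0676. That of Zcwpw1 at E12.5 ran from 4.31e-06 to 0.147, of Rspo3 at E12.5 from 2.64e-14 to 0.147, of Crlf2 at E14.5 from 8.45e-05 to 0.584 and of Krt10 in immature neurons from 0.00151 to 0.0900. In the averaged contrast of all cells, Zcwpw1, Crlf2, Car14 and Gsta4 were called under each of 7 alternatives. In radial glia, Zcwpw1, Crlf2, Car14 and Wls were called under each of 10, as were Zcwpw1, Crlf2, Lsr and Car14 in intermediate progenitors. Simulated 1.5-fold changes were recovered in 27.5% to 32.5% of genes at 1 stage against 95% in the average of 4. Recovery was not lower at the shallowest stage (32.5% at E17.5) than at the deepest (29% at E12.5), and no simulation varied depth, so its part was not tested.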

Other observations

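Chosen only after the results were seen were the tests on the E12.5 splits with the pair as a block, on the E12.5 genes that the other stages do not call, on cortical hem genes, on genes near Chd8, on the 3-library state at E17.5 and its cell make-up, on replicates M1 and F1 against M2 and F2, on the spread at E14.5 and E16.0, and on the pairing, and the counts of splits by unadjusted p were likewise taken up afterwards. The lists of hem and interferon genes were also written after the data were seen.

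Other splits of the libraries that part every matched pair were fitted the same way. For the average in all cells, 1 of 50 splits, the real one, gave as many genes. So it was for radial glia (1 of 50, where another gave 1 gene) and intermediate progenitors (1 of 50). Each of those shares lies under 0.05 and argues against chance as the source of the count. None is adjusted over the 13 results tested in this way. By genes under an unadjusted p of 0.05, as many came from 2, 1 and 1 of 50 splits. In immature neurons 4 of 100 splits gave at least 1 gene, and 3 of 100 gave as many as the 575 genes under an unadjusted p of 0.05. Both shares lie under 0.05, but without adjustment over the 13 results. The call rests on a single gene that most fits without 1 library did not call, so chance stays open there. For the 69 genes at E12.5, 2 of 8 splits gave as many, and 8 splits cannot give a share under 0.05. The other split swapped the M2 pair, so that it followed median depth, and it gave 331 genes. With the pair as a block the genotype gave 2107 and the split with M2 swapped 2373, so that 2 of 8 splits gave as many there too. Without M2 the genotype gave 1257, but there it makes the same split as depth. None of these counts favours genotype over depth at E12.5. For E14.5 the count was 1 of 8. Where edgeR called 0 genes, every split gives as many (8 of 8 at E16.0 and E17.5, 50 of 50 for the interactions with stage and with sex, 100 of 100 for deep-layer and upper-layer neurons and interneurons), so that these shares say nothing about chance. DESeq2 called 5, 2, 8, 0, 1, 3 and 0 genes there. The genes under an unadjusted p of 0.05 numbered 266 at E16.0 and 733 at E17.5, each reached by 1 of 8 splits, 908 for the interaction with stage (4 of 50), 105 for that with sex (49 of 50), 488 in deep-layer neurons (4 of 100), 463 in upper-layer neurons (6 of 100) and 261 in interneurons (2 of 100). The shares for deep-layer neurons and interneurons lie under 0.05 too, likewise without adjustment over the 13 results. There 0 genes were called, and counts by unadjusted p were taken up only afterwards, so chance stays open for them.

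Of the 69 genes called at E12.5, 20 were also called in the average. At E12.5 the het libraries were shallower than their partners in 3 of 4 pairs, and the median signed log2 difference of the 69 genes was 0.61 in M1, 0.49 in F2 and 0.84 in F1, the pairs in which het was shallower, but 0.20 in M2. M2 also carries another code in the labels than these 3 pairs. A library difference of that stage, such as depth, is therefore a candidate explanation. Over the 12 pairs of the other stages the same genes were shifted in their E12.5 direction by a median of 0.0823 (higher than 0 in 9 of 12 pairs). A sign-flip permutation test of the mean over these pairs gave p = 0.0317. In the average of these pairs 62.3% of the genes had their E12.5 sign. The shift argues against such a difference as the cause of every one of the 69 calls, but it was small beside the values at E12.5. Of the 69 genes, 63 were not called on the other stages alone. Their median over the same pairs was 0.0644 (8 of 12 pairs, sign-flip permutation test of the mean, p = 0.0874). The choice of genes with no call in those pairs lowers this value by construction, so it decides nothing. How many of the 63 reflect a library difference stays open. Across those 12 pairs, the depth ratio of het to WT and the shift of the 69 genes had a Pearson correlation of -0.333 (permutation p = 0.285) and a Spearman correlation of -0.476 (permutation p = 0.122), and Pearson's r was -0.381 without the 2 pairs farthest from the median ratio. With 12 pairs of mostly equal depth this decides nothing.

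Rspo3 was lower in het at E12.5, and it is expressed in the cortical hem, a medial structure next to the tissue that the dissection was meant to leave out. Less medial tissue in the het libraries is a candidate explanation. Of 16 hem genes listed, 13 were tested at E12.5 and all 13 were lower in het, with a median log2 fold change of -0.85. For the list, the camera and fry tests of limma gave p = 2.33e-12 and p = 1.61e-05, and an exact permutation test of the libraries' means gave p = 0.0286, the smallest that 4 against 4 can give. The list holds Rspo3 and Wls, both named above from these data, so it is not independent of them. Rspo3 was its most abundant gene. The mean of the list relative to WT was -0.18, -0.55, -0.20 and 0.92 in WT M1, M2, F1 and F2 and -1.30, -0.91, -0.997 and -0.85 in the het libraries. Each het library thus lay below each WT library, while WT libraries spread widely among themselves. The median was -0.44 at E14.5, 0.09 at E16.0 and 0.04 at E17.5. These values are consistent with a difference in how much medial tissue was taken at E12.5. A smaller hem in het embryos would give the same values and stays open.

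The 54 genes of the average could reflect sequence differences carried with the targeted allele near Chd8. However, 0 of them lay within 20 Mb of Chd8, where 279 genes were tested and 0.948 would be expected, so this explanation cannot account for the set. The genes could also come from chance or from 1 stage. When genes were called on 3 stages and looked at in the stage left out, 81.8% of 11 genes at E12.5, 100% of 13 at E14.5, 100% of 8 at E16.0 and 80.9% of 94 at E17.5 kept their direction, where chance gives about 50%. Genes vary together and few pairs give each direction, so 50% is a rough guide and these shares do not exclude chance. Most genes kept their direction at every stage left out, which argues against 1 stage as the source of their direction. Without E12.5 only 11 genes were called, so for most of the 54 the part of that stage stays open. For size the argument is weaker. The 94 genes had a median log2 change of 0.145 in their direction at E17.5 against 0.32 on the stages that called them.

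Genes called in radial glia may be confined to them. Those called in radial glia of M1 and F1 were shifted the same way in upper-layer neurons of M2 and F2, by a median log2 difference of 0.231 (6 of 6 pairs, permutation p = 0.0312, the smallest that 6 pairs can give), but in the opposite arrangement by 0.105 (5 of 6 pairs, permutation p = 0.0625). Free RNA carries radial glia transcripts into other droplets and could give the same shift, so it stays open whether upper-layer neurons themselves changed.

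At E17.5, 3 of the 8 libraries, WT M1, het M1 and het F1, had a mean log2 CPM of 7.70, 7.68 and 7.71 over 6 genes (Hist1h1e, Hist1h2ae, Atrx, Prrc2c, Pcm1 and Akap9), against 5.65 to 5.85 in the other 5 libraries. These parts were found in the data and are not groups of the study. The 3 libraries carry the same start of a code in the labels, whose meaning is not stated. WT F1 carries it too. By the 6 genes it lay with the others, at 5.82, but on the first principal component of the genes tested, which held 50.1% of the variance among the 8 libraries, it lay between them at -9.21, with WT M1, het M1 and het F1 at -38.0, -55.1 and -44.5 and M2 and F2 of both genotypes between 26.1 and 46.4. That component thus parted the libraries by the code. A difference in cell types is 1 candidate cause. Deep-layer neurons made up 9.07% to 15.3% of cells in M1 and F1 of both genotypes against 2.37% to 3.98% in M2 and F2, and radial glia 4.37% to 6.92% against 8.83% to 9.84%. The differences between the 3 and the 5 libraries correlated across 4728 genes between radial glia and upper-layer neurons (r = 0.771, across genes, which are not independent replicates). Free RNA, which was not modelled, links the classes and would raise this correlation, so it decides nothing about make-up. The log2 difference inside radial glia and upper-layer neurons was 3.04 and 3.20 for Hist1h1e and 3.42 and 3.42 for Hist1h2ae. It was 1.07 and 1.31 for Atrx and 1.37 and 1.31 for Prrc2c. WT F1 held 9.91% deep-layer neurons and 4.37% radial glia, on the side of the 3 libraries. These shares thus did not part the libraries as the 6 genes did, which argues against them as the cause for those genes. For the wider difference a shift in make-up stays open. Handling, sequencing and other technical causes were not tested, and neither was a biological one. Such a state could hide a genotype effect at E17.5. With the state as a term, 1 gene was called, Crlf2, and with replicates M1 and F1 against M2 and F2 as a term also 1, Car14. A single call decides neither. Genes under an unadjusted p of 0.05 numbered 713 with the state as a term and 1372 with the replicates as a term, against 733 without either. The count thus rose with the replicate term only, and the cause of the rise was not tested.

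At E14.5 and E16.0 fewer genes than the 5% that chance gives had an unadjusted p under 0.05, namely 1.70% and 1.67%. An estimate of spread shared with more variable stages may lower these shares. The median SD between libraries of a group was 1.34 times as large at E14.5 as at E12.5 but 0.819 times that at E17.5, which decides nothing at E14.5. At E16.0 it was 0.861 times that at E12.5 and 0.524 times that at E17.5, which is in line with it there. Matched pairs that deviate together are another candidate explanation, since a fit without the pair counts their shared deviation as spread. With the pair as a block the shares rose to 4.90% and 4.44%, close to 5%.

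Interferon response genes were listed as a check of single libraries. Relative to the stage median, the mean log2 level of 12 such genes was 1.92 in WT F2 and 1.19 in het F2 at E14.5, both of 1 pair. At E17.5 it was lowest in the 3 libraries of the shared state, with -0.69 in WT M1, -0.77 in het M1 and -1.18 in het F1, and lay between -0.07 and 1.15 in the other 5. These values were not tested.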
